A study of Homo sapiens with 4 samples. Its data were reported in "Inhibition of Proliferation and Induction of Autophagy by Atorvastatin in PC3 Prostate Cancer Cells Correlate with Downregulation of Bcl2 and Upregulation of miR-182 and p21" (2013).

How the data were processed

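Gene expression was measured on 1-colour Agilent arrays in 2 human prostate cancer cell lines, LNCaP and PC3. Each line was measured once without treatment (control) and once after exposure to 10 µM atorvastatin (ATO) for 24 h, so that 4 groups of 1 array each were formed from the labels of the samples. The labels call the controls untreated and name no vehicle. All 4 arrays lay on 1 slide and came from 1 scan, each at its own position on the slide, so no slide or scan date could act as a batch and position could not be told apart from group. There were no replicates within a group.

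The scanner files hold the spot intensity on a linear scale, which the authors obtained with Agilent Feature Extraction. Per the file headers, the processed intensity had a spatially fitted background subtracted, was corrected for a multiplicative trend over the slide, and was replaced by a surrogate where it was not above background. The files also give the mean intensity of each spot, its local background, an error estimate and yes or no calls for spots well above background, saturated spots and outlier spots. The deposited table of processed values holds a ratio for each probe. Its scaling was found by setting it against the scanner files: the ratio was the processed intensity over the 75th percentile of the array, with a lowest value of 0.03. Between 99.1% and 99.7% of the probes with a table value above 1 lay within 2.0% of that ratio. Where only some spots of a repeated probe were well above background (379 cases), the deposited ratio equalled the mean of those spots in 322 cases and the mean of all spots in 63, within a tolerance of 0.02 of the value plus rounding. The software named in the study's methods for this step was not rerun, and the scaling and test behind its gene calls are not stated there for the expression arrays.

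For the main values, outlier spots were left out (for probes with 1 spot, only spots of uneven signal carry such a call), the log2 of the processed intensity was averaged over the spots of a probe, and the array's 75th percentile was subtracted. Of 34127 probes, 33128 had 1 spot and 999 had 10. A probe counted as well above background where more than 50% of its unflagged spots were. Each gene was represented by its brightest probe that had unflagged spots on all 4 arrays, which left 27224 gene names. Names are those of the array design, and 20091 of its 27274 names matched a current symbol in the RefSeq table of the GRCh38.p14 assembly, which was used for names only. Probe coordinates are those of the files on the hg18 build. No genome or exon annotation of that build was used here.

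In each line, genes were counted when the probe was well above background on at least 1 of the 2 arrays and ATO and control differed at least 1.5-fold. A probe well above background on 1 array only has a bound: the brighter value was set against the higher of the dim probe's own value and the lowest value among probes well above background on the dim array. Such differences are given as "at least", and a bound below 1-fold was entered as no change. The control arrays were compared between lines at 2-fold. The number of genes expected to be counted in both lines was computed as if the calls of the lines were independent. With 1 array per group, no p-value was computed within a line. The only test was limma (lmFit and eBayes, two-sided, Benjamini-Hochberg) of the treatment over both lines with cell line as a block, which had 1 residual degree of freedom and took in genes well above background on both control arrays or both ATO arrays, at their measured values. Its p-values were adjusted over all genes tested and, for the gene lists and the fixed named genes, also over the list alone. Correlations between the lines are across genes, which are not independent replicates.

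Gene lists were written from general knowledge or, for the miR-182 list, from the study, and these lists, the groups, the thresholds, the tests and the first set of alternatives were fixed before the data were examined. The 10 lists reported are cholesterol biosynthesis, DNA replication, G2 and M phase, autophagy, YAP and TEAD targets, ATF4 stress response, androgen response, MAPK immediate early and feedback genes, proteasome subunits, and the 41 genes the study named as possible miR-182 targets. All 323 members of the lists as written were on the array. The median log2 ratio of a list was set against 10000 random lists of the same size, drawn within 20 bins of mean expression. The percentile describes these arrays and is no test of the treatment. Pairs of lists shared at most 2 genes. The YAP and miR-182 lists shared AMOTL2 and FOXF2, and the autophagy and miR-182 lists MAP1LC3B and TP53INP2.

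Genes named in the text followed a rule. A set of 22 was fixed: genes of the study, the cholesterol pathway and cell line markers. To these were added, in each line, the 5 highest and 5 lowest ratios among probes well above background on both arrays and with 1 direction under each scaling, and the 3 largest bounds in each direction. Across the lines, the 5 genes with the largest shared rise, shared fall and opposite change (at least 1.5-fold in each line for the last) were added from probes well above background on all 4 arrays. Names that were only probe or locus identifiers were passed over. Other genes named were chosen after their values were seen, and the text says so. Some of the lists written and some of the genes the rule picks are not reported here.

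Alternatives were the 50th percentile, quantile normalization, normexp background correction (offset 50) of the raw intensities followed by quantile normalization, the deposited table, cyclic loess, a filter for probes well above background on each array compared, no filter, the median over the probes of a gene, outlier spots kept, a 2-fold threshold (4-fold for the control arrays), a difference also larger than 2 combined spot errors, and an intensity trend in limma. After the data were seen, 2 more were added: scaling on the spike-in control probes, and leaving out genes whose probe lay in a local background more than 1.25 times the array median on any array (11860 of 27224 genes). Values taken from a list or a named gene were counted as moved when they shifted by more than the technical SD of a log2 ratio between single spots, which was 0.185 in LNCaP and 0.180 in PC3. This SD is taken from repeated spots within an array, with outlier spots left out, and leaves out the variation between cultures.

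Calculations were run in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1). The scripts were tested on simulated data. Of 200 genes planted at 2-fold, 97.0% were counted with the right direction in LNCaP, with 30 false calls among 13362 unchanged genes. In PC3 the share was 98.5%, with 21 false calls among 13250. At 1.25-fold, 7.5% were counted in each line. The simulated noise was normal, with the SD of repeated spots without outlier spots, and the arrays of a line shared 1 floor. Stray spots, local defects and unequal floors were not simulated, so these false calls are no measure of those on the real arrays. For unchanged lists, 3 of 40 in LNCaP and 1 of 40 in PC3 lay outside the central 95% of the random lists. The limma fit on 11902 simulated genes recovered 0% of 200 genes planted at a log2 change of 1 and 91.5% at 2, with 20 false calls at the latter, so only large changes shared by the lines could be called. The miRNA arrays of the study were not used here.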

Results

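Expression of genes was measured in LNCaP and PC3 cells to ask how the response to ATO differs between the lines. LNCaP is a human prostate cancer line that depends on androgen, and PC3 is one that does not. ATO is a statin, a drug that lowers the synthesis of cholesterol. The cells were exposed to 10 µM for 24 h. There were 4 groups, LNCaP control, LNCaP ATO, PC3 control and PC3 ATO, with 1 array each. The differences below therefore have no replicate check, and the number of arrays limits the precision of each value.

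Each array held 44495 spots, of which 43118 were gene spots, 1224 positive controls and 153 negative controls. No spot was saturated (0 on each array). The share of gene spots well above background was 52.9% in LNCaP control, 48.5% in LNCaP ATO, 52.7% in PC3 control and 50.6% in PC3 ATO. In the same order, 308, 524, 420 and 495 gene spots carried an outlier call, and the 75th percentile of the signal was 496.8, 534.0, 590.3 and 570.6 intensity units. Negative control spots had an SD of 5.43, 10.7, 7.99 and 7.58 units. Copies of 1 probe on the same array had a median SD of 0.09, 0.10, 0.10 and 0.08 on the log2 scale. With outlier spots left out, between 0.889% and 1.94% of the pairs of such copies differed by more than 1.5-fold. This is a technical background to the counts of changed genes. It may be too low for probes with 1 spot, where only spots of uneven signal carry an outlier call. Without the outlier calls that need copies, 2.57% of copies in the lower part of LNCaP ATO lay more than 1.5-fold from their probe's median. The share was 0.136% in its upper part, and 0.993%, 1.67% and 0.640% in the lower part of LNCaP control, PC3 control and PC3 ATO.

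The untreated arrays were compared first, as a check of the labels and as a measure of how far arrays of unlike cells differ. Of 15237 genes well above background in at least 1 control, 6036 differed at least 2-fold, 3139 of them higher in PC3 and 2897 higher in LNCaP. The number fell to 2446 with a 4-fold threshold. The split moved with the scaling: 4737 were higher in LNCaP and 2257 in PC3 with the 50th percentile, against 1508 and 4631 with the spike-in probes. KLK3 was at least 1499-fold higher in LNCaP and TMPRSS2 17.5-fold. CAV1 was at least 382-fold higher in PC3, CD44 at least 229-fold and VIM 151-fold. These 5 markers, known from one line or the other, all fell on the side their labels call for.

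In LNCaP, 653 of 13739 genes (4.75%) changed at least 1.5-fold after ATO, 380 higher and 273 lower. Among the 12236 genes well above background on both arrays, 339 (2.77%) changed, and the other 314 calls rested on bounds. Without a filter on dim probes the count was 14243, because the lowest values well above background on the LNCaP arrays differed by 0.90 on the log2 scale. When genes in bright local backgrounds were left out it was 229, and the split turned to 84 higher and 145 lower. The calls were not spread evenly over the array. With the array divided by rows into an upper and a lower part of equal size, single spots changed in 1.22% of cases in the upper and 4.52% in the lower part, a ratio of 3.71, and in 14.6% in the last band of 38 rows. Where a changed gene had a second probe, that probe moved in the same direction in 31 of 51 cases (60.8%).

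The largest rises in LNCaP among genes measured on both arrays were CTTNBP2NL (log2 ratio 2.81), DIO3 (2.57), FRMD4B (2.14), ACAD11 (1.88) and HMGCS1 (1.86). The largest falls were SFT2D1 (-4.79), FARSB (-4.36), C7orf55 (-2.57), EEF2K (-2.36) and ZSWIM4 (-1.82). All 10 of these probes had 1 spot, in the lower part of the array, and none had a second measured probe. The largest bounds were at least 64.4-fold higher for LYPD6, 31.8-fold for FLJ42709 and 14.8-fold for FAM183B, and at least 379-fold lower for COX7B and 176-fold for RNPEP. COX7B gave 19328 units on the control array and 11.5 units on the ATO array, whereas in PC3 it gave 22501 and 24017 units.

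In PC3, 2552 of 13815 genes (18.5%) changed at least 1.5-fold, 1133 higher and 1419 lower. Of the 12513 genes well above background on both arrays, 1839 (14.7%) changed, and 713 calls rested on bounds. The count was lowest with a 2-fold threshold (841). The split between directions depended on scaling: 2154 were higher and 910 lower with the 50th percentile, against 830 higher and 1800 lower with the spike-in probes. Single spots changed in 14.1% of cases in the upper and 16.6% in the lower part of the array, a ratio of 1.17, with 23.8% in the last band of rows. A second probe moved in the same direction for 285 of 303 changed genes (94.1%).

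KLF2 rose most in PC3, from 235 to 5821 intensity units (log2 ratio 4.68, 25.6-fold). The mean was over 8 unflagged spots in the control and 7 in the ATO array, with SDs of 0.11 and 0.07 on the log2 scale. RHOB rose by 3.41 and its second probe by 3.40. MMP1 (3.19), ANXA10 (2.53) and CDKN2B (2.39) followed. In PC3 control, CDKN2B was near the lowest value well above background (log2 -3.47 against -3.50). Its ratio was 1.29 under the scaling that lowered it most. The largest falls were F3 (-3.0), CTGF (-2.65), CYR61 (-2.52), CLDN11 (-2.36) and CCDC85C (-2.33). Of these rises and falls, RHOB, CDKN2B, F3, CLDN11, CCDC85C and most spots of KLF2 lay in bright local backgrounds on at least 1 array. By bounds, MMP10 was at least 9.68-fold higher, CPAMD8 4.69-fold and C20orf195 4.32-fold, while ACMSD was at least 13.0-fold lower, ARHGAP28 7.70-fold and PRSS33 6.76-fold. In LNCaP the log2 ratio was 0.22 for KLF2, 0.77 for RHOB (0.29 by its second probe) and 0.02 for CYR61, the last changing sign with normexp alone among the scalings.

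Over the 11016 genes well above background on all 4 arrays, the SD of the log2 ratio was 0.23 in LNCaP and 0.41 in PC3. Across these genes the ratios of the lines were weakly correlated (Pearson's coefficient 0.194, Spearman's coefficient 0.240). Leaving out genes in bright local backgrounds raised Spearman's coefficient to 0.28. Among 11991 genes that could be counted in both lines, 77 changed in the same direction (43 higher, 34 lower), where 30.3 would be expected from independent calls. In opposite directions there were 76, where 30.6 would be expected, 66 of them higher in LNCaP and lower in PC3. Without genes in bright local backgrounds the numbers were 31 and 9, the 9 made up of 2 higher in LNCaP and 7 higher in PC3. The genes highest in both lines were SC4MOL (1.5 in LNCaP and 1.14 in PC3), INSIG1 (1.38 and 1.16), AQP7P3 (1.38 and 1.27), GDF15 (0.94 and 1.85) and FDFT1 (0.94 and 0.96). Those lowest in both were WDR43 (-1.48 and -0.92), C14orf106 (-1.68 and -0.87), TYW3 (-0.86 and -0.92), FANCB (-0.76 and -1.12) and KIFC1 (-0.85 and -0.76). AQP7P3 and these last 5 genes lay in bright local backgrounds on at least 1 array.

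**Figure D1:**
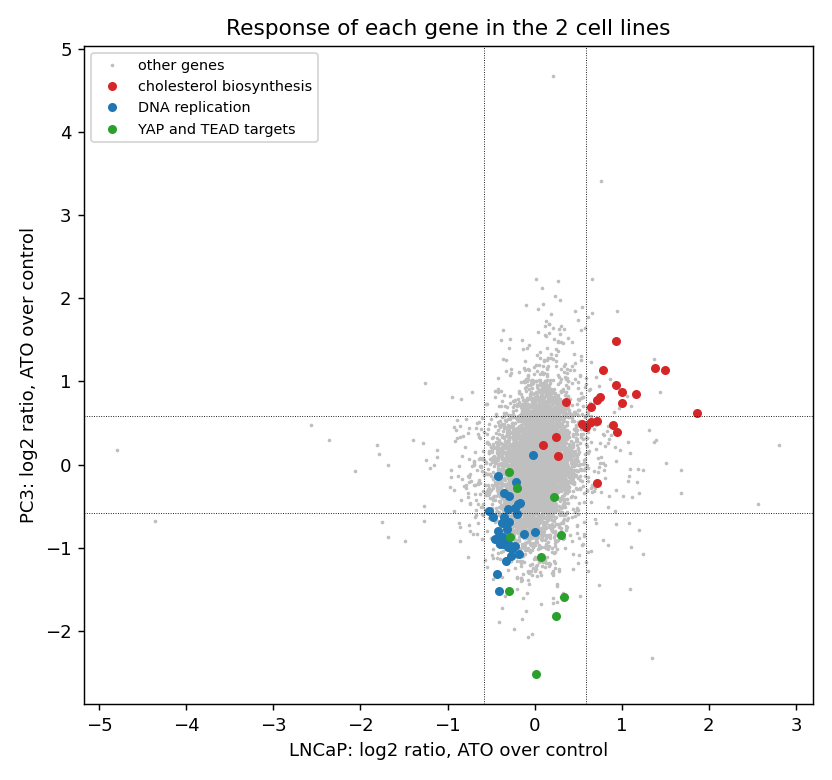
Each point is a gene well above background on all 4 arrays; the axes give its log2 ratio of ATO over control in LNCaP (horizontal) and PC3 (vertical), dotted lines mark 1.5-fold, and colours mark 3 gene lists. The points spread more in PC3 (SD 0.41) than in LNCaP (SD 0.23), with KLF2 alone at a PC3 ratio of 4.68.

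By limma, with the lines as replicates of the treatment, 0 of 11902 genes passed an adjusted p of 0.05, and the smallest adjusted p was 0.762. At an unadjusted p under 0.05 there were 532 genes (4.47%). An intensity trend in the prior also gave 0, with 597 at the unadjusted level. With the 50th percentile 5 genes passed and with spike-in scaling 2 did, all lower after ATO. These were C14orf91 and FBXO48 under both scalings, and LOC144486, AMH and OR6W1P under the former, all named after their values were seen. Their probes were not well above background on the ATO arrays.

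The limma p-values were also adjusted within each list fixed in advance. For cholesterol biosynthesis, 19 of 23 genes passed when adjusted over the list alone, all with a higher mean after ATO, against 0 over all genes tested. Of the 14 fixed named genes that could be tested, 3 passed when adjusted over the list alone, again against 0, all higher. Among them was INSIG1 (mean log2 ratio 1.27, adjusted p 0.0198), higher in both lines. Adjusted over the list alone, 1 of 11 YAP and TEAD targets passed (FJX1, lower) and 2 of 29 miR-182 candidates (INSIG1 and ATXN1, higher), where the study chose the latter list on these samples. In LNCaP the probes of FJX1 and ATXN1 were well above background on 1 array only. Their bounds there were -0.39 and 1.06, but limma took the measured values, which include a reading not well above background. Both genes were named after their values were seen. None passed (0) in the other 7 lists. At an unadjusted p under 0.05 there were 20 of 36 DNA replication genes, 6 of 26 G2 and M phase genes, 6 of 22 ATF4 genes, 2 each of the autophagy and MAPK lists, and 0 androgen response genes and proteasome subunits. Without a filter on dim probes the cholesterol count was 3, and with normexp 18 DNA replication genes passed.

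The study's pathway analysis of its changed genes named cholesterol biosynthesis in both lines, among others. It named DNA replication and the cell cycle in PC3 only, and its list for LNCaP holds neither. Cholesterol biosynthesis genes had a median log2 ratio of 0.75 in LNCaP, with 23 of 23 higher, and 0.67 in PC3, with 23 of 24 higher (the exception, DHCR7, at -0.23, was named after its value was seen). Both medians lay above all 10000 random lists. The scaling that moved the PC3 median of this list most was the 50th percentile, which shifted the median of all genes there by 0.19 and gave 0.87. INSIG1 rose by 1.38 in LNCaP and 1.16 in PC3, and HMGCS1 by 1.86 and 0.62.

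DNA replication genes fell in both lines, with a median of -0.32 in LNCaP (36 of 37 lower) and -0.82 in PC3 (35 of 36 lower). For the 35 genes measured in both, the difference of PC3 minus LNCaP had a median of -0.45. PCNA was at -0.31 in LNCaP and -0.96 in PC3. G2 and M phase genes had medians of -0.26 and -0.37, with all 26 lower in each line. These 4 medians lay below all random lists and kept their sign under each of the 7 scalings.

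YAP and TEAD targets had a median of -1.12 in PC3, below all random lists, with 17 of 18 lower. In LNCaP only 11 of the 24 genes had a value. Their median was 0.02, at the 58.2 percentile, and it changed sign with normexp (the mean was -0.02). Over the 10 genes well above background on all 4 arrays the medians were 0.05 in LNCaP and -0.99 in PC3. ATF4 stress response genes had medians of 0.27 in LNCaP and 0.79 in PC3, both above all random lists. With genes in bright local backgrounds left out the PC3 value was 0.42.

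Autophagy genes had a median of 0.08 in LNCaP (98.3 percentile), which fell inside the central 95% of random lists under cyclic loess and with bright local backgrounds left out, and 0.20 in PC3 (99.6 percentile). MAP1LC3B, whose protein is the autophagy marker LC3, was at -0.04 in LNCaP, where the sign changed with spike-in scaling, and 0.60 in PC3. Its second probe gave 0.13 and 0.62. MAPK immediate early and feedback genes had medians of 0.01 in LNCaP (62.8 percentile, 0 with the 50th percentile) and 0.25 in PC3 (99.7 percentile), the latter at 0.16 and inside the central 95% of random lists (90.4 percentile) with bright local backgrounds left out.

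Androgen response genes and proteasome subunits lay inside the central 95% of random lists in each line. The androgen response median was 0.02 in LNCaP (69.0 percentile) and -0.08 in PC3 (25.6 percentile, mean 0.21, higher with the 50th percentile). Proteasome subunits were at -0.02 (38.6 percentile) and -0.05 (4.88 percentile). Their sign changed in LNCaP with quantile and spike-in scaling and in PC3 with the 50th percentile.

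**Figure D2:**
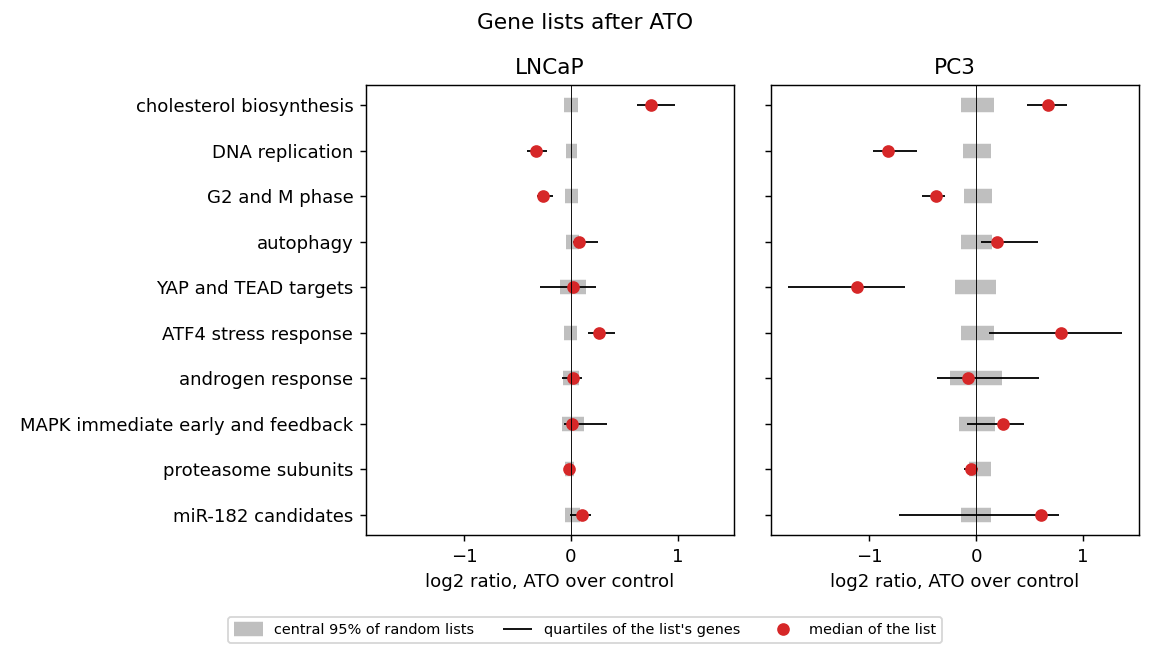
For each of 10 gene lists, the point is the median log2 ratio of ATO over control, the line spans the quartiles of its genes, and the grey bar spans the central 95% of 10000 random lists matched on expression, in LNCaP (left) and PC3 (right). Cholesterol biosynthesis lies above the grey bar in both lines (0.75 and 0.67), DNA replication below it in both (-0.32 and -0.82), and YAP and TEAD targets below it in PC3 (-1.12).

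The study predicted targets of miR-182, a microRNA, with 2 programs and screened the predictions on these same arrays, which left 41 possible targets. Because of that screen, this list is not independent evidence. In PC3, 38 had a value, and 33 changed at least 1.5-fold, 20 higher and 13 lower. With normexp 20 changed, and the split depended on scaling: 21 higher and 5 lower with the 50th percentile, 11 and 13 with spike-in scaling. The median in PC3 was 0.60, above all random lists, although the quartiles of -0.72 and 0.77 lay on either side of 0. In LNCaP, 29 had a value and the median was 0.11 (99.3 percentile), while the mean was -0.07. That mean rests on SH3BGRL3, at a bound of -6.38, and over the 25 genes well above background on all 4 arrays it was 0.15. With the median over probes the list's median was 0.04 (86.3 percentile), and with no filter it lay at the 88.6 percentile, both inside the central 95% of random lists. By the main values 3 candidates were higher in LNCaP (INSIG1, TP53INP2 and ATXN1) and 1 lower (SH3BGRL3). All of these except INSIG1 were named after their values were seen. Of the 13 lower genes in PC3, 2 fell at least 2-fold. AMOTL2 went from 3720 to 1020 units (log2 ratio -1.82) in PC3 and was at 0.24 in LNCaP. BNC2 was at least 2.02-fold lower in PC3 by its brightest probe, but a second probe, well above background on both arrays, gave -0.83.

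Other genes the study took up were read as follows. FRMD4A (chromosome 10, 13726362 to 13726421) gave 59.4 units in PC3 control and was not well above background in PC3 ATO, which allows only at least 1.07-fold lower. For ELL, the brighter probe (chromosome 19, 18415018 to 18415077) gave a PC3 ratio of -0.12, with a sign that changed under the 50th percentile and normexp, and the dimmer probe (18422687 to 18422746) gave -1.44, so the probes disagreed. CDKN1A, the gene of p21, had a ratio of 1.31 in PC3, from 354 to 853 units. In LNCaP it was at 0.03, where the sign changed with normexp.

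Neither of the BCL2 probes (chromosome 18, 58941703 to 58941762 and 59136381 to 59136440) was well above background on any array. The former was spotted 10 times. On the PC3 control array 1 of the 10 spots read 128 units and carried an outlier call, and the next highest read 17. The mean of the others was 13.6 ± 1.85 (SD, n = 9 spots), against 14.7 ± 1.11 (SD, n = 10 spots) in PC3 ATO. No fold was computed for BCL2 in either line. The deposited ratio for this probe was 0.22 in PC3 control and 0.03, the lowest value of the table, on the other 3 arrays.

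**Figure D3:**
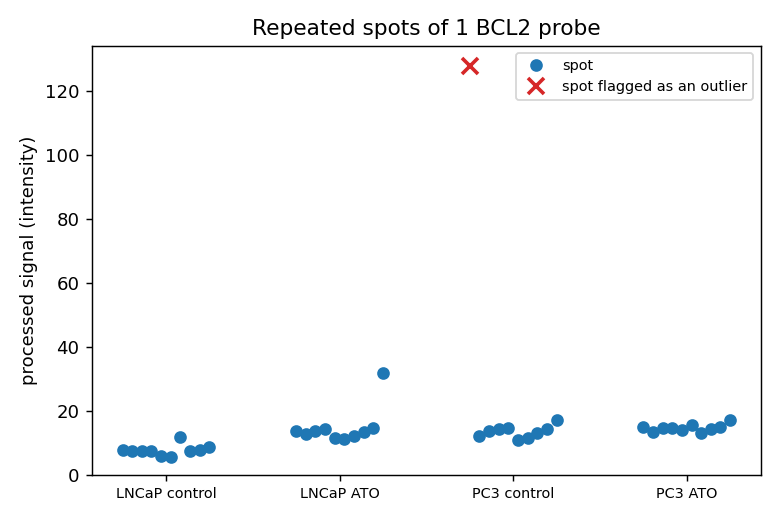
Processed signal, in intensity units, of the 10 spots of a BCL2 probe on each of the 4 arrays, with the spot called an outlier marked by a cross. Except for that spot (128 units, PC3 control), the PC3 control spots reach 17 units and the PC3 ATO spots 17.1 units.

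**Figure D4:**
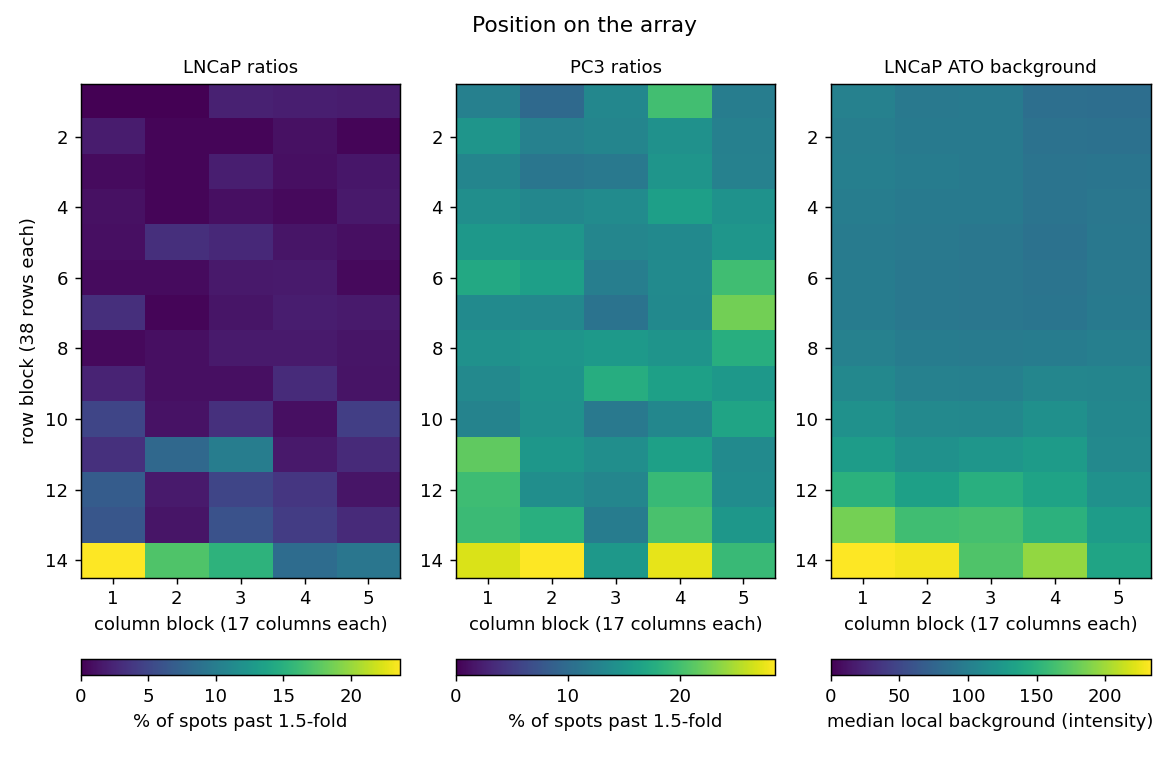
Share of spots past 1.5-fold in LNCaP (left) and PC3 (middle), and median local background of the LNCaP ATO array in intensity units (right), in blocks of 38 rows by 17 columns of the array; each panel has its own colour scale. LNCaP shares run from 0% to 23.7% with a median of 1.66%, PC3 shares from 9.76% to 28.5%, and the LNCaP ATO background from 84 to 233 units, highest in the last rows.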

Values the study reported

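The study reported 1427 genes with a significant change in LNCaP cells and 3755 in PC3 cells after ATO. Of the 41 possible miR-182 targets, it found 24 up-regulated and 17 down-regulated in PC3 cells. By qRT-PCR in PC3 cells exposed to ATO, it gave a 65% reduction for Bcl2 and for FRMD4A. The Bcl2 data came from a lower dose and a longer exposure than the arrays. The study also reported a fall of Bcl2 protein.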

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

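All tests in this part were chosen after the results were seen.

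The background surface fitted by the scanner software was most uneven on the LNCaP ATO array, a measure no comparison uses. Its root mean square was 38.7 intensity units there, against 9.40 in LNCaP control, 15.7 in PC3 control and 25.7 in PC3 ATO. On that array 20.9% of gene spots had a bright local background, by the limit used when such genes were left out, all of them in the lower part of the array. This is also where LNCaP spots past 1.5-fold were gathered. Responsive genes placed there by the design would change at their other probes too. Of 39 LNCaP genes called by a single spot in the lower part, the second probe moved in the same direction in 22 (56.4%, 95% exact binomial interval 39.6% to 72.2%), and 2 of these second probes passed 1.5-fold. In PC3 it did so for 142 of 152 (93.4%, 88.2% to 96.8%). This argues against responsive genes as the whole cause, and leaves them open for part of the calls. In the upper part it was 9 of 12 in LNCaP, too few to set the parts apart. Where the second probe itself was a single spot in the upper part, 13 of 20 LNCaP genes (40.8% to 84.6%) and 74 of 81 PC3 genes (83.0% to 96.5%) moved alike, with intervals that overlap. PC3 calls were also gathered in the last band of rows, at 1.68 times the upper part, against 12 times in LNCaP. Repeated spots show how far single spots stray. Outlier calls that rest on other copies of a probe cannot be made for a probe with 1 spot (0 on each array), so spots of that kind stay among the values of such genes. Without those calls, repeated spots departed from their probe's median 4.63 times as widely in the lower as in the upper part of the LNCaP ATO array, against 1.67 in LNCaP control, 1.21 in PC3 control and 1.15 in PC3 ATO. With every outlier spot left out the ratios were 1.58, 1.55, 1.05 and 1.40, so the excess of the LNCaP ATO array lay in stray spots. Copies of a probe that lay in a bright local background on the LNCaP ATO array departed from their probe's median 1.59 times as widely as copies elsewhere. This ratio was 1.67 on PC3 control, 0.868 on PC3 ATO and 0.697 on LNCaP control, so a bright background did not widen the spread on each array. The gathering of LNCaP calls may therefore come in part from defects of spots and background on this array. SFT2D1, EEF2K, ZSWIM4, COX7B and RNPEP, among the lowest in LNCaP, lay outside bright local backgrounds but close together, at rows 399, 402, 415, 401 and 401 and columns 40, 49, 30, 43 and 45. LYPD6 and FLJ42709, which had the largest bounds upwards, lay at rows 60 and 59 and columns 16 and 17. Over the 108 genes with 1 spot outside bright local backgrounds that changed 2-fold in LNCaP, 652 pairs lay within 19 rows and 8 columns of each other. That was 2.98 times the mean when calls were shuffled within each part of the array (0 of 1000 shuffles gave as many), against 1.04 times in PC3. Local defects may therefore underlie part of these calls too. Which single genes they reach was not tested, and an effect of ATO on some of them is not excluded.

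Among genes well above background on all 4 arrays that changed at least 1.5-fold in each line, 5 moved in opposite directions by the widest margin, a difference that was not tested, since each line has 1 array per group. PC3 minus LNCaP was -3.67 for CCDC85C (-2.33 against 1.35), -2.32 for ALAS1 (-1.07 against 1.247), 2.24 for TECPR1 (0.99 against -1.26), -2.11 for SLU7 (-0.99 against 1.11) and -1.98 for CAPN7 (-0.79 against 1.19). All 5 lay between rows 441 and 521 and in bright local backgrounds. At CCDC85C, SLU7, ALAS1 and CAPN7 the brighter array in each line was LNCaP ATO and PC3 control. Among opposite genes well above background on all 4 arrays and spotted once, 18 of 18 lay in the lower part of the array, where 49.5% of all such genes and 70.9% of those moving in the same direction lie. Opposite genes numbered 2.48 times the expectation from independent calls, and 0.954 times once genes in bright local backgrounds were left out. Genes moving the same way went from 2.54 to 3.30 times the expectation. Among genes well above background on all 4 arrays, which leaves out bounds, opposite genes numbered 20, or 1.24 times the expectation, and genes moving the same way 57, or 3.56 times. With bright local backgrounds left out as well there were 2 and 22. Leaving out bounds alone thus took away most of the excess, so local defects of the arrays may account for part of it, and the share that comes from bounds of dim probes cannot be told apart from theirs, since most opposite genes with a bound also lay in bright local backgrounds. This was found and tested on the same arrays, and an opposite response of single genes in the lines stays open as untested.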

How the results depend on the processing

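Of the alternatives below, spike-in scaling and leaving out bright local backgrounds were chosen after the data were seen. No paired analysis was possible because each group had 1 array, so the groups shared fewer than 2 replicate numbers, beyond the pairing of ATO with control within a line that limma made through its cell line block. The slide was not run as a block because all 4 arrays lay on 1 slide.

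The count of changed genes stayed higher in PC3 than in LNCaP under each alternative except no filter. Normexp lowered counts, to 377 in LNCaP, 1668 in PC3, 46 in the same direction, 22 in opposite directions and 20 miR-182 candidates, and gave a Spearman's coefficient of 0.15 between the lines. The cause was not tested. With only probes well above background on the arrays compared, 339 genes changed in LNCaP, 20 moved in opposite directions and 3753 differed between controls, because bounds are removed by construction. With no filter LNCaP had 14243 genes, the lines shared 405, 572 were opposite, and Spearman's coefficient was 0.19. YAP and TEAD targets were then at 0.90 in LNCaP and -0.78 in PC3, and MAPK genes at 0.46 in LNCaP. The LNCaP values follow from the floors of its arrays, which differ by 0.90 and give that ratio to any gene at the floor of both.

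Leaving out bright local backgrounds gave 229 genes in LNCaP, 1115 in PC3, 31 in the same and 9 in opposite directions and 3188 between controls, with fewer genes counted by construction. Splits turned over with it: 84 LNCaP genes were higher and 145 lower (36.7% higher), and of the opposite genes 2 were higher in LNCaP and 7 in PC3, against 66 and 10. Spearman's coefficient rose to 0.28 and the ATF4 median in PC3 fell to 0.42, with the cause not tested. At 2-fold there were 329 genes in LNCaP, 841 in PC3, 9 in the same and 37 in opposite directions, and at 4-fold 2446 between controls, as a higher threshold must give. Requiring more than 2 combined spot errors left 36 opposite genes.

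The 50th percentile shifted all PC3 ratios by 0.19 and the difference between controls by -0.44. The PC3 list medians moved by that shift: cholesterol biosynthesis 0.87, DNA replication -0.63, G2 and M phase -0.18, autophagy 0.39, YAP and TEAD targets -0.92, ATF4 0.99, androgen 0.12, MAPK 0.45, proteasome 0.15 and miR-182 candidates 0.80. Only the androgen and proteasome medians changed sign. The miR-182 median was 0.33 with normexp. The split of changed miR-182 candidates in PC3, 20 higher and 13 lower, was 21 and 5 with the 50th percentile, 13 and 7 with normexp, 16 and 7 with bright local backgrounds left out, and 11 and 13 with spike-in scaling. Set against random lists, these medians outside the central 95% came inside it under an alternative: MAPK in PC3 with bright local backgrounds left out (0.16, 90.4 percentile), autophagy in LNCaP with the same (0.07, 94.4 percentile) and with cyclic loess (0.09, 96.9 percentile), and miR-182 candidates in LNCaP with the median over probes (0.04, 86.3 percentile) and with no filter (0.18, 88.6 percentile). By limma, 5 genes passed with the 50th percentile and 2 with spike-in scaling, where the main scaling gave 0. The cause was not tested, but those genes were not well above background after ATO. Spike-in scaling shifted LNCaP ratios by 0.15 and the controls by 0.51, and cyclic loess shifted the controls by 0.18. The share of changed genes that were higher in PC3 was 44.4%, against 70.3% with the 50th percentile and 31.6% with spike-in scaling. In LNCaP it was 58.2%, against 77.1% with spike-in scaling, 45.9% with normexp and 98.1% with no filter.

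Of limma counts adjusted over the list alone, that of cholesterol biosynthesis was 19 or 20 except with no filter (3). DNA replication had 0 except with normexp (18). ATF4 had 3 with the 50th percentile, 5 with normexp and 8 with spike-in scaling. YAP and TEAD targets had 0 with normexp, no filter and the filter for probes well above background, which takes out FJX1. The fixed named genes had 7 with the 50th percentile and 6 with spike-in scaling. The miR-182 candidates had 1 with normexp, the filter, the median over probes and the intensity trend, and 0 with no filter. Apart from that filter the causes were not tested.

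For named genes, 106 ratios were recomputed. Filters that leave a gene's own ratio as it is, and spike-in scaling, whose shift lies below the technical SD, say nothing about their stability. Among scalings that act on each gene, 106 stayed within the technical SD with cyclic loess, 93 with quantile normalization (12 moved) and 48 with normexp (56 moved and 1 reversed). The 50th percentile moved 57 through its shift of PC3 ratios, 5 moved with the median over probes and 1 with the deposited table. The reversed value was ARHGAP28 in LNCaP, at -0.32 with normexp against a bound of 1.23, where a second probe gave -0.56. The cause was not tested. Signal over background limits the LNCaP calls: its ATO array had 48.5% of gene spots well above background, and 314 of its 653 calls were bounds.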

Other observations

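The tests of the brightest genes, of cyclic loess, of the scaling of DNA replication and of swapped arrays were planned. Those of probe GC content, of the YAP and TEAD targets, of KLF2 and RHOB and of BCL2 were chosen after the results were seen.

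The log2 ratios spread more widely in PC3 than in LNCaP. Lower signal in one line is argued against: among the 3672 brightest genes, the SD in PC3 was 1.99 times that in LNCaP. With outlier spots left out, the repeated spots of the lines varied alike (ratio 0.976). Without the outlier calls that need copies, the lower part of LNCaP ATO spread more widely, at 0.494 against 0.141 in PC3 ATO. In the upper part these arrays gave 0.107 and 0.123, and the lower part of LNCaP and PC3 control gave 0.162 and 0.171. That excess lay in the line with the narrower ratios. Intensity-dependent scaling is argued against too, since PC3 still had 3.72 times as many changed genes after cyclic loess. After the median of each of 10 bins of probe GC was removed, the PC3 spread was 1.76 times that of LNCaP. A stronger response of PC3 to ATO is a hypothesis that may explain the difference. A difference between single cultures, such as density at harvest, stays open, since each group had 1 array.

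The fall of DNA replication genes in PC3 kept its sign under each scaling, with the median closest to 0 at -0.63. This argues against scaling as its cause. The fall also lay outside the random lists in each. A shift of all ratios moves the random lists too, so for such scalings that decides nothing. A swap of ATO and control within a line is argued against by the cholesterol biosynthesis list, which rose in both lines, with a smaller median of 0.67. These patterns may be responses to ATO, as a hypothesis without replicates.

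The fall of YAP and TEAD targets was seen in PC3 and not in LNCaP, where fewer of the genes are well above background. Members well above background on all 4 arrays had a median of 0.049 in LNCaP, so low signal there is argued against. The PC3 median closest to 0 over the scalings was -0.92, and outside bright local backgrounds it was -0.99. Whether the difference between the lines holds in other cultures was not tested.

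KLF2 and RHOB were the genes highest in PC3. Defects of single spots are argued against, since the second RHOB probe gave 3.40 and the KLF2 value came from 7 spots on the ATO array. Both genes may respond to ATO in PC3, as a hypothesis.

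The lower BCL2 value in PC3 of the deposited table may come from 1 outlier spot. On the PC3 control array the highest of the 10 spots was 7.52 times the next, and the deposited ratio of 0.22 matches that spot over the 75th percentile (0.217). The median spot gave 0.0237, which argues against the other spots as the source of the deposited ratio. The ratio of ATO over control in that table is 0.136 for PC3 and 1 for LNCaP. The study lists BCL2 among its possible miR-182 targets with a PC3 ratio of 0.14, the same value rounded. These arrays therefore do not measure a change of BCL2, and a change seen by other methods is not spoken to.

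The numbers of genes changed here were 653 in LNCaP and 2552 in PC3. Both are lower than the numbers quoted from the study above, whose threshold and test are not stated for the arrays.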
